A study of Drosophila melanogaster with 8 samples. Its data were reported in "Glycolytic Disruption Triggers Interorgan Signaling to Nonautonomously Restrict Drosophila Larval Growth" (2024).

How the data were processed

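RNA was taken from whole larvae of Drosophila melanogaster in the middle of the second larval instar, grown for 60 hours at 25 °C, with 25 larvae in each sample. Groups were taken from the sample labels: 4 libraries came from Ldh mutants, which carried a combination of mutant Ldh alleles, and 4 from controls that carried a precise excision at Ldh, a chromosome from which an inserted element had left without removing sequence. The labels do not say whether the samples of a group came from separate cultures. The paper describes its RNA-seq samples as biological replicates, but with other numbers of samples and of larvae than the labels and with heterozygous controls, so that description may not cover these libraries, and the labels were followed. P-values measure the spread between these samples, which may be partly technical. Every pair of libraries within a group differed by more than sampling noise (chi-square per degree of freedom of 1.80 to 13.7), and all 8 were counted as separate samples.

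The deposited files hold whole-number read counts per FlyBase gene identifier, 1 library per file, with no normalization by the authors. The submitters' processing notes name CASAVA, Trimmomatic 0.32, TopHat2 2.0.13, Bowtie2 2.2.4, HTSeq 0.6.1p1 and DESeq2. The genome build, the annotation, the strand setting of the counting and the library kit were not given in the sources used here for these files; the methods of the paper describe another route, by transcript quantification. Each file also holds 5 summary lines that name no gene. These were left out of library sizes and tests. Reads that fell in no feature made up 65.1% to 77.2% of all lines of a file, alignments that were not unique 21.2% to 33.7%, and ambiguous reads 0.025% to 0.035%, while 1.24% to 1.62% were assigned to a gene identifier, here called a feature.

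Of 17445 features, 17151 had a symbol and a place in the BDGP6 annotation, release 115, which was used for positions, names and neighbours and may not be the annotation used for the counting. These features held 99.6% of the gene-assigned reads. For each feature, the bases of exon that overlap an exon on the other strand were counted, and opposite-strand genes were named from 50 bp of overlap. Because it is not stated whether the counting used strand, reads of a gene and of a feature on its other strand cannot be told apart from the labels alone, and the opposite-strand gene is given beside each named feature that has one.

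Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (robust estimation off), after the default expression filter and TMM scaling, without covariates. P-values were adjusted by Benjamini-Hochberg over all features tested, and a feature was called at an adjusted p under 0.05. Log2 fold changes are mutant over control with their standard error (SE), and CPM are counts scaled by the library total and the TMM factor. Single features below the filter were compared by an exact two-sided permutation test of log2(CPM + 1) over all 35 splits of the libraries into 4 and 4 (70 in order), which can reach p = 0.0286 at the smallest. Ratios of reads over few counts have exact 95% intervals, and a group without reads was given a floor of 3 reads over the group. Intervals cover counting error only, and floors only that of the group without reads.

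Before the data were examined, 40 gene lists were fixed for metabolic pathways, signalling, tissues and protein families. Symbols that did not match were left out (5). Lists with at least 3 tested members were tested with camera in limma 3.58.1 (preset correlation of 0.01), with an estimated correlation, and with fry. The rule for named features was fixed at the same time: Ldh and Gpdh1; the 10 largest rises and the 10 largest falls among called features with a mean of at least 1 CPM in the higher group and no overlap between the groups; the 5 smallest p-values; up to 3 called members of each list; and all 4 secreted factors the study names. Of the features this rule takes, 1 of the falls is not reported here, for a reason unrelated to its values. A feature named outside this rule is said to have been chosen after its values were seen. The pipeline was tested on simulated data made from the means, library sizes and dispersions of the 2589 features tested. At adjusted p under 0.05 it recovered 28.1% of features changed by 1.5-fold, 70.1% at 2-fold and 100% at 4-fold, and 3.88% of its calls were false. The simulation was a single draw of independent features with no library set apart from its group. Its rates may therefore not hold for the real libraries.

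Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile scaling, library totals, no filter, a filter of 1 CPM in 4 libraries, DESeq2 1.42.0, limma-voom with and without quality weights, robust estimation, stricter thresholds, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were fits of reads credited to the gene on the opposite strand, fits limited to features with or without an opposite-strand exon, the libraries of the block fitted without it, ratios of reads of Adk3 and Gadd45 with a library left out, and fry for changes in either direction. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.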

Results

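Gene expression was measured by RNA-seq in whole larvae mutant for lactate dehydrogenase (Ldh), the enzyme that interconverts pyruvate and lactate, and in control larvae with a precise excision at Ldh. Each group had 4 libraries, numbered 1, 2, 3 and 6 for the mutant and 1, 2, 5 and 6 for the control. Reads assigned to a feature numbered 371700 to 560865 per library, with means of 469883 ± 34900 (SD, n = 4) in mutants and 438054 ± 84060 (SD, n = 4) in controls. The groups did not differ in this total (exact permutation test, two-sided p = 0.543). Between 7113 and 8217 features had at least 1 read in a library. Of the reads with a unique alignment, 97.8% to 98.1% fell in no feature, and 2589 features passed the expression filter.

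The reads were concentrated in features that lie opposite an exon of another gene. Of the features placed in the annotation, 26.1% had an exon overlapped by an exon on the other strand, and these held 94.2% of the gene-assigned reads (93.6% to 94.7% in single libraries). All of the 50 most counted features were of this kind. The largest was asRNA:CR44095, opposite the cysteine protease inhibitor gene Cys, with 22575 to 35093 reads per library, followed by asRNA:CR45874 opposite RpS9 and a small nucleolar RNA gene with 13829 to 22717. The 60 ribosomal protein genes with no opposite-strand exon had a median of 8.13 reads per library. As further examples, chosen after their values were seen, RpL32 had 4 to 15 reads per library, Act5C 34 to 56, alphaTub84B 2 to 7, Gapdh1 6 to 17, Eno (opposite Rrp40) 206 to 344, Mhc up to 225, the storage protein gene Lsp2 (opposite asRNA:CR11538) 0 to 2 and the digestive protease gene Jon65Aiv 0 to 12. In what follows a feature is named by its own symbol, with the gene on its other strand beside it. Because the strand of the counting is not known, a change in a feature is not by itself a change in the mRNA of its own gene. This holds also where no gene lies on the other strand.

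**Figure D1:**
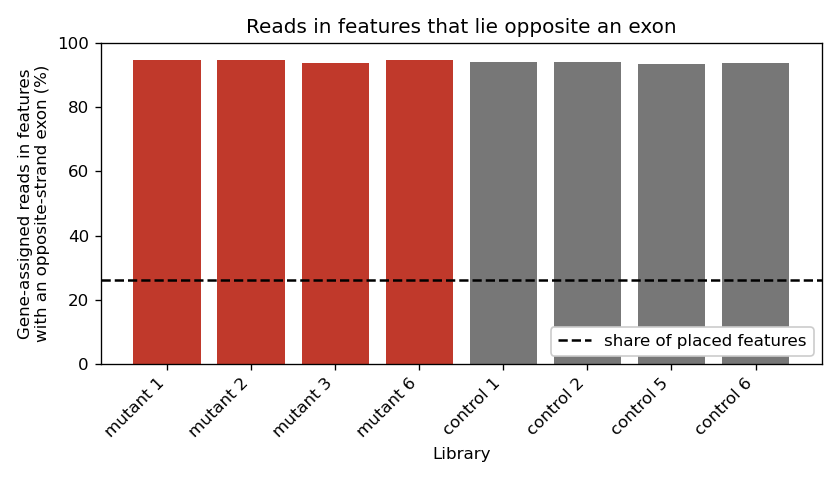
Share of gene-assigned reads (percent, vertical axis) in features with an exon overlapped by an exon on the other strand, for each of the 8 libraries (horizontal axis; mutants in red, controls in grey). Bars lie between 93.6% and 94.7%, while the dashed line marks the 26.1% of placed features that are of this kind.

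Ldh itself was read first, as the check of the labels. Ldh (FBgn0001258; 3L, 6259105 to 6262694, minus strand, no gene on the other strand) had 0 reads in all 4 mutant libraries and 4, 3, 5 and 1 reads in control replicates 1, 2, 5 and 6. The 13 control reads amounted to 7.34 ± 3.34 CPM (SD, n = 4). The ratio of mutant to control reads was 0 (95% interval 0 to 0.306). Against a floor of 3 reads over the mutant group Ldh was 4.65-fold lower in mutants. That floor leaves out the counting error of the control reads, so smaller falls lie within the interval. The groups did not overlap (exact permutation test, two-sided p = 0.0286, the smallest this design can give). Ldh lay below the expression filter, so the size of the fall within the interval of the ratio was not detectable with this number of gene-assigned reads.

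The feature of Gpdh1 was higher in mutants. Gpdh1 encodes glycerol-3-phosphate dehydrogenase, the enzyme the study pairs with Ldh in the recycling of cytosolic NADH. The Gpdh1 feature (FBgn0001128; 2L, 5943643 to 5948968, plus strand) had 27 to 32 reads per mutant library and 6 to 9 per control library, or 66.3 ± 3.91 against 16.9 ± 5.64 CPM (SD, n = 4 each). Its log2 fold change was 1.997 (SE 0.26; edgeR adjusted p = 0.000388; exact permutation p = 0.0286). The long noncoding RNA feature lncRNA:CR44986 lies on the other strand of the same gene (2L, 5947647 to 5948397), and 697 of its bases overlap Gpdh1 exons; it is added here after its values were seen. It had far more reads, 4439 ± 271 CPM in mutants and 2782 ± 87.5 in controls (SD, n = 4 each), and was also higher in mutants by a log2 fold change of 0.67 (SE 0.08; edgeR adjusted p = 0.000184). Both features were therefore higher in mutants, by different amounts, and which of them reads Gpdh1 mRNA depends on the strand of the counting. If reads were counted on the opposite strand, the change of Gpdh1 is the smaller one (log2 fold change 0.65, SE 0.07, with reads credited to the opposite-strand gene). The rise of 1.997 is then not that of Gpdh1 mRNA.

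**Figure D2:**
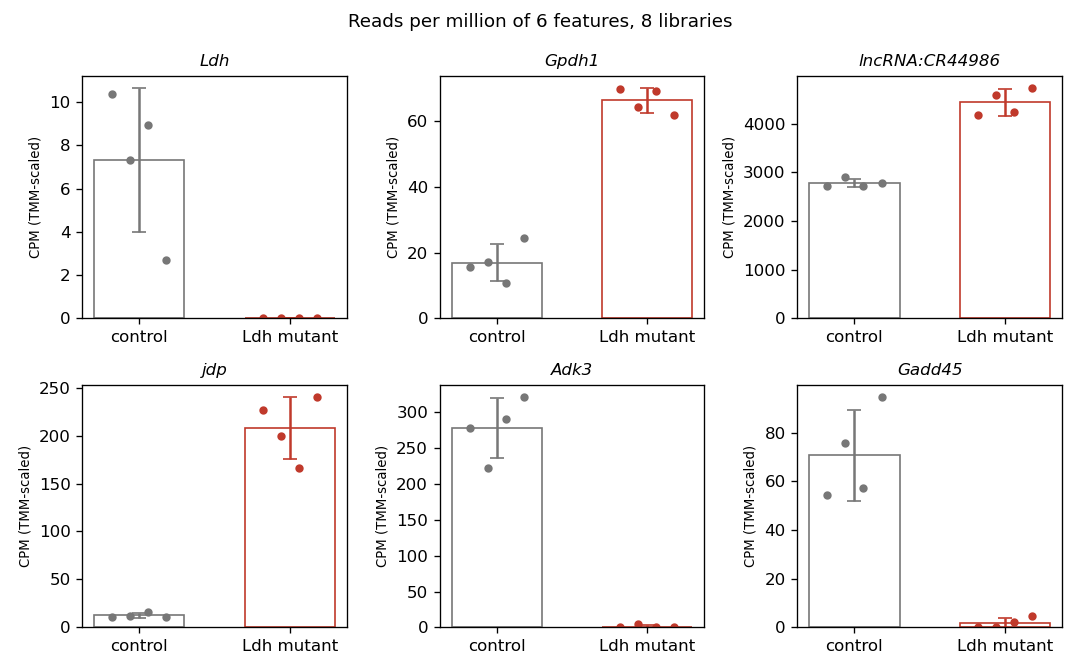
TMM-scaled CPM (vertical axis, linear from 0) of 6 features in the 4 control (grey) and 4 Ldh mutant (red) libraries; points are libraries, bars are means and lines are 1 SD. Ldh, Adk3 and Gadd45 lie near 0 in mutants, while Gpdh1, lncRNA:CR44986 and jdp are higher in every mutant library than in any control library.

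Across the whole comparison, 82 of 2589 features were called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 40 higher and 42 lower in mutants. The split depended on the setting: it was 38 higher and 63 lower with library totals in place of TMM, 113 higher and 71 lower without a filter, and 48 higher and 31 lower without mutant replicate 1. An absolute log2 fold change of at least 1 was reached by 21 of the higher and 22 of the lower features. Among the called features, 79 had no overlap between the groups; over all features tested the share without overlap was 9.5%, against 2.86% by chance. Of the called features, 57 had an opposite-strand exon, 34 of them higher, and 22 had none, 5 of them higher; the remaining 3 were not placed. The largest principal component (31.9% of the variance) separated the genotypes, with scores of -11.92 to -8.14 in mutants and 9.01 to 10.84 in controls. Correlations of log2 CPM ranged from 0.944 to 0.970 among mutants, from 0.961 to 0.975 among controls and from 0.933 to 0.954 between groups. Mutant replicate 3 stood apart on the next component (19.5%), at -19.4 against 3.64 to 8.28 in the other mutants. Without it 164 features were called, 78 of them among the 82.

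The largest rises fell in an antisense RNA opposite a chitinase gene and in the features of a few protein-coding genes. The feature asRNA:CR44703 (2R, 21068260 to 21069445), with 893 bases opposite exons of the chitinase gene Cht9, had 3562 ± 3394 CPM in mutants and 103.6 ± 69.4 in controls (SD, n = 4 each), a log2 fold change of 5.12 (SE 0.63; edgeR adjusted p = 0.000208). Its 4 mutant libraries had 486, 704, 3930 and 1346 reads, the highest in replicate 3, without which the log2 fold change was 4.22. The feature of jdp (3R, 30517059 to 30527037), which encodes a J-domain protein, a class of chaperone partners, rose from 12.4 ± 2.61 to 208 ± 32.6 CPM (log2 fold change 4.0, SE 0.22; edgeR adjusted p = 4.62e-08). The odorant receptor gene Or82a and CG1092, neighbours on 3R between 4256972 and 4268316, rose by 3.15 (SE 0.47) and 2.91 (SE 0.43) on the log2 scale, from 0 to 4 and 1 to 5 reads per control library. No gene lies on the other strand of jdp, Or82a or CG1092, but whether their reads came from these genes depends on the strand of the counting.

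Further rises among the largest 10 were seen in asRNA:CR45192, opposite CG1208 (log2 fold change 2.80, SE 0.63), asRNA:CR43908, opposite CG15741 (2.48, SE 0.38), CG34427 (1.96, SE 0.34), the mitochondrial uncoupling protein gene Ucp4B, opposite asRNA:CR43465 (1.88, SE 0.31), and asRNA:CR43866, opposite the beta-galactosidase gene Gal (1.78, SE 0.33). Of these, Ucp4B and CG34427 were called under every alternative scaling, filter, tool and set of libraries run. The rise of asRNA:CR45192 leaned on mutant replicate 3, with 78 reads against 12, 18 and 26, and was 1.98 without it; the call ended without control replicate 1 (edgeR adjusted p = 0.0628), 2 (0.0915) or 5 (0.106), and with limma-voom (adjusted p = 0.0908). Without control replicate 2, the rise of asRNA:CR43908 was 3.40. Robust estimation of the spread ended the calls of asRNA:CR45192, asRNA:CR43908 and asRNA:CR43866.

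The largest falls were in the features of Adk3, which encodes an adenylate kinase, and Gadd45, named for growth arrest and DNA damage. These genes are neighbours on 2R, on opposite strands and 3384 bp apart (Adk3 from 7243024 to 7245776, Gadd45 from 7249161 to 7250655), and neither has a gene on its other strand. Adk3 had 91 to 162 reads per control library and 0, 2, 0 and 0 reads in the mutants, a ratio of mutant to control reads of 0.00389 (95% interval 0.00047 to 0.0141; edgeR adjusted p = 3.37e-08). Without mutant replicate 2, which held both mutant reads, the ratio was 0 (95% interval 0 to 0.00979), or 126.1-fold lower against a floor of 3 reads over the group. Gadd45 had 21 to 35 reads per control library and 0, 0, 1 and 2 in the mutants, a ratio of 0.0235 (95% interval 0.00478 to 0.0704; edgeR adjusted p = 3.12e-05), and of 0.0103 (95% interval 0.00026 to 0.0588) without mutant replicate 6.

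Other falls were smaller. The feature of Sodh2, which encodes a sorbitol dehydrogenase, fell by 2.42 on the log2 scale (SE 0.23; edgeR adjusted p = 2.07e-05), from 111.5 ± 13.2 to 20.4 ± 5.77 CPM. On its other strand lie asRNA:CR45195 and CG14695, with log2 fold changes of -0.24 and -0.06, neither called. If reads were counted on the opposite strand, these would read Sodh2 mRNA. The feature of the RNA-binding protein gene mub fell by 1.72 (SE 0.14; edgeR adjusted p = 3.91e-06), from 271 ± 14.0 to 81.9 ± 8.75 CPM. The feature lncRNA:CR44458, opposite lncRNA:CR44459, fell by 2.43 (SE 0.26). CG10237 fell by 1.95 (SE 0.41) and the spinophilin gene Spn fell by 1.71 (SE 0.34). The N-terminal methyltransferase gene Ntmt and lncRNA:CR45138, neighbours on 2R between 9865632 and 9869159, had log2 fold changes of -1.87 (SE 0.39) and -2.22 (SE 0.34). The call of CG10237 ended without mutant replicate 6 (edgeR adjusted p = 0.0503). That of Ntmt ended without mutant replicate 6 (0.0590) or control replicates 2 (0.0527) or 5 (0.0810), and with DESeq2 (0.0553) or robust estimation (0.158); mutant replicate 3 had 67 reads of Ntmt against 9 to 23 in the other mutants, and without it the gene fell by 2.59.

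Few members of the metabolic and tissue lists could be read, and 5 list members were called in all, each the only one of its list. In 22 of the 40 lists at least 3 members were tested, 12 lists had 1 or 2 tested members and 6 had none. Gpdh1 was the only tested member of 20 in the list of NADH and pyruvate shuttles. In fatty acid oxidation, 1 of 4 tested members was called, the thiolase gene yip2 (fell by 1.03, SE 0.24; edgeR adjusted p = 0.0301), and in sugar sensing and digestion 1 of 3, Sodh2. Among subunits of oxidative phosphorylation 1 of 17 was called, the complex I gene ND-ASHI, opposite Fum1 (log2 fold change 0.51, SE 0.12; edgeR adjusted p = 0.0395), and among mitochondrial ribosomal proteins 1 of 19, mRpL18 (fell by 0.71, SE 0.17; edgeR adjusted p = 0.0303). None of the tested members of glycolysis (6), the pentose phosphate pathway (3), the TCA cycle (4), cytosolic ribosomal proteins (39), muscle markers (10) or cytochromes P450 (13) was called. Adjusted over the list alone, 1 member each was called in the shuttles, fatty acid oxidation, sugar sensing, oxidative phosphorylation and mitochondrial ribosomal protein lists. So were 1 of 2 tested peptidoglycan recognition proteins (PGRP-LF, opposite UGP) and 1 of 3 tested members of the JAK/STAT list (Stat92E). Among hemocyte markers 2 of 5 were called (Col4a1 and vkg), and among histone genes 2 of 3 (His2Av, and His3.3A opposite Nepl3). This adjustment does not correct across lists, and no member of these last 4 lists was called over all features.

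As sets, none of the 22 lists differed from the other features with camera (lowest adjusted p = 0.285, for histone genes; adjusted p = 0.911 with an estimated correlation), and 2 had an unadjusted p under 0.05. Tested for a shared direction with fry, 2 lists were called, sugar sensing and digestion (adjusted p = 0.0218; median log2 fold change of 0.06 and mean of -0.75, Sodh2 being its only called member) and histone genes (adjusted p = 0.0245; median -0.36). The calls of yip2, ND-ASHI and mRpL18 were stable neither to the loss of a library nor to other settings. That of yip2 ended without mutant replicate 1 (edgeR adjusted p = 0.0553) or 2 (0.102) or control replicate 1 (0.0710), 2 (0.0897) or 6 (0.0890), and with DESeq2 (adjusted p = 0.0858). That of ND-ASHI ended without mutant replicate 1 (0.0727), 2 (0.0891) or 6 (0.127) or control replicate 1 (0.0668), 2 (0.156) or 6 (0.109), and with upper-quartile scaling (0.0565), library totals (0.0585) or a filter of 1 CPM in 4 libraries (0.0747). That of mRpL18 ended without mutant replicate 1 (0.0995) or 6 (0.0878) or any of control replicates 1 (0.0615), 2 (0.0691), 5 (0.125) and 6 (0.0546), and on the libraries of the replicate block, with and without the block.

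The secreted factors that the study names as regulators of growth were almost unread here. The study reports them as changed in double mutants of Gpdh1 and Ldh, and not in either single mutant. The mutants here lacked Ldh alone, so its account gives no change to look for in these libraries. PGRP-SC2 had 2 reads over the mutant group and 1 over the control group, PGRP-LA 9 and 11, the activin ligand gene daw 1 and 2, and the cytokine gene upd3 0 in all 8 libraries. None passed the expression filter. PGRP-SC2, PGRP-LA and daw did not differ in the exact permutation test (two-sided p = 1 for PGRP-SC2, 0.714 for PGRP-LA and daw), and upd3, without reads, could not be tested. The study may have chosen these factors partly on these samples, in which case their values here are not independent evidence; the controls it describes are heterozygous, unlike those of the labels, so this is not settled. A difference in any of them was not detectable with so few reads assigned to them, and the strand setting of the counting was not given; for PGRP-LA the ratio of mutant to control reads was 0.763 (95% interval 0.279 to 2.03).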

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

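No test in this part was chosen after its result was seen, though lncRNA:CR44986, added after its values were seen, was among the features tested. A library was singled out where its gap to the nearest of the other 3 in its group exceeded 0.829 of the group's range. Of 61 sets of values, 7 met this, against about 3 by chance for normally spread values. That figure is only a rough guide, since most features were named for their difference in these libraries and some had few reads. For asRNA:CR43908, control replicate 2 had 126.8 CPM against 19.7 to 35.2 in the other controls. For asRNA:CR43866, mutant replicate 3 had 556 CPM against 185 to 226 in the other mutants. For Spn, mutant replicate 3 had 19.5 CPM against 9.14 to 10.4, and for mRpL18, mutant replicate 2 had 120.3 CPM against 79.8 to 86.5. For Adk3, mutant replicate 2 had 4.15 CPM, which is 2 reads, against 0 in the other mutants.

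Among measures of the libraries, control replicate 6 had 1.24% of its file's lines assigned to features against 1.53% to 1.57% in the other controls, and control replicate 5, the deepest library, had 8016 features with a read against 7113 to 7209.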

How the results depend on the processing

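The fits on opposite-strand genes, on features with or without an opposite-strand exon and on the 6 libraries of the block without it, and fry in either direction, were chosen after seeing the data. Against 82 called features, DESeq2 size factors, upper-quartile scaling, library totals, the filter of 1 CPM in 4 libraries, DESeq2, limma-voom and robust estimation gave 75 to 107, with 70 to 81 of the 82 shared; in none of these did a called feature change direction. The filter of 1 CPM was looser than the main one and kept 7549 features. Without a filter 184 of 11473 features were called (77 shared), and with quality weights in limma-voom 134 (80 shared); the cause was not tested. At an adjusted p under 0.01, 49 remained, and at an absolute log2 fold change of at least 1, 43. Leaving out a library gave 57 (without control replicate 5) to 164 (without mutant replicate 3). The replicate numbers 1, 2 and 6 did not pair the libraries: deviations from the group means correlated at -0.11, 0.01 and -0.04, and no mutant library correlated best with its own number. With the replicate block, on 6 libraries, 138 features were called, against 118 on the same libraries without it. With reads credited to the opposite-strand gene, 27 of 1582 genes were called; 54 of 2142 features with an opposite-strand exon and 21 of those without were called when tested apart, where fewer features enter.

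The log2 fold change of the Gpdh1 feature stayed called under each setting run on its own reads, from 1.77 on the 6 libraries of the block to 2.21 without control replicate 6; with reads credited to the opposite-strand gene, that of Gpdh1 was 0.65, also called. The Ldh difference, 7.34 CPM, ranged from 6.32 to 8.82 when libraries were left out. No list was called by camera with an estimated correlation, under the replicate block, with any library left out or with reads credited to the opposite-strand gene, and camera was not run under the other settings; fry called 2 lists for a shared direction and 1, mitochondrial ribosomal proteins, for change in either direction. For the other named features, with the 1 not reported here, no value changed sign; the call was lost in 13 of 253 results of other settings and in 24 of 184 that left out a library. On the 6 libraries of the block, mRpL18 lost its call with the block (edgeR adjusted p = 0.0688) and without it (0.0875), and yip2 with it (0.0532) but not without it (0.0470). The number of gene-assigned reads limits what can be read: 3 reads were worth 5.35 to 8.07 CPM in a library, and lists of enzymes and markers had few tested members.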

Other observations

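Apart from the tests of linkage to Ldh, of other splits of the libraries, of pairs of features opposite 1 gene and of the flanks of Adk3 and Gadd45, the tests in this part were chosen only after the result was seen, as was leaving out single pairs. If each feature is read as its opposite-strand gene, where exactly 1 protein-coding gene lies there, 27 of 1582 genes were called by edgeR, 20 higher and 7 lower in mutants. Besides Gpdh1 (log2 fold change 0.65, SE 0.07), the higher genes included Acbp4, an acyl-CoA-binding protein gene (0.94, SE 0.11; read by BBS1), the cytochrome P450 gene Cyp9c1 (0.89, SE 0.10; read by asRNA:CR43787), the chitinase gene Cht9 (5.10, SE 0.68), cn, which encodes the kynurenine monooxygenase of eye pigment synthesis (0.76, SE 0.13), the midgut gene Npc2e (0.92, SE 0.19) and Gal (1.60, SE 0.33). The lower genes included Vmat, the vesicular monoamine transporter gene (-0.55, SE 0.10). None of the 13 lists with at least 3 measured members was called by camera (lowest adjusted p = 0.378), and 222 genes had an unadjusted p under 0.05. The feature CG7300 fell by 1.06 (SE 0.22) while asRNA:CR44181 on its other strand rose by 0.74 (SE 0.13), so features that lie opposite each other need not move together.

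Called features were less often opposite an exon than the other features tested (72.2% of the called and placed, 84% of all placed; odds ratio 0.48, 95% interval 0.285 to 0.835; two-sided Fisher's exact p = 0.00717). Those with such an exon were more often higher in mutants (odds ratio 4.92, 95% interval 1.48 to 19.5; two-sided Fisher's exact p = 0.00518), but this depended on fitting all features together: with each class scaled and tested apart, 32 were higher and 22 lower with such an exon and 8 higher and 13 lower without (odds ratio 2.34, 95% interval 0.75 to 7.70; two-sided Fisher's exact p = 0.125). Called antisense RNAs were higher in 15 of 18 cases. The feature asRNA:CR45713, opposite CG31626, was called although its mutant libraries had 8255, 440, 354 and 127 reads against 28 to 124 in controls, and its groups overlapped.

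The first pattern weighed is that few reads were assigned to features and that these lay opposite abundant genes. A kit that does not mark strand, or unassigned reads of ribosomal RNA or of another organism, would leave ribosomal protein genes among the most counted, but the 60 with no opposite-strand exon had a median percentile of 75.03 among features with a read (bootstrap 95% interval 72.55 to 77.23), which argues against both as the whole cause. A candidate explanation is that reads of a stranded kit were counted on the strand opposite to the transcripts: 94.17% of gene-assigned reads lay in features with an opposite-strand exon. Across 70 pairs of features opposite the same gene, log2 fold changes correlated at r = 0.327 (10000 permutations, one-sided p = 0.0024; bootstrap 95% interval -0.035 to 0.574), but this rested on 1 pair, Tsp26A with asRNA:CR43866, both opposite Gal, the latter with mutant replicate 3 apart from the other mutants: without the pair r was 0.141 (permutation test, one-sided p = 0.107), so the pairs do not decide. Counting on the strand of the transcripts is argued against for the ribosomal protein genes. The 60 with no opposite-strand exon had a median of 8.13 reads per library, while the 9 features opposite exactly 1 ribosomal protein gene had a median of 96.0. Counting on the opposite strand was not contradicted by these values. The strand setting and the kit were not given, so it could not be checked directly.

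The second pattern is the set of called features itself. Only 1 of 35 splits of the libraries, the real one, called as many as 82, and the highest of the others called 1. With 35 splits, 1 is the lowest number possible, so a chance split of these libraries is unlikely but not excluded. The other splits mix the genotypes, so their few calls do not tell why the groups differ. Library depth did not differ (exact permutation test, two-sided p = 0.5429). Called features were not concentrated on chromosome arm 3L, which holds Ldh (odds ratio 0.781, 95% interval 0.381 to 1.47, with 12 of 79 called features on 3L). This argues against alleles on this arm as the main source of the calls. It cannot speak for single calls on 3L, nor for linked alleles on 3R, which was counted as unlinked and held 19 calls. For features within 2 Mb of Ldh the odds ratio of 1.261 (95% interval 0.249 to 3.97, 3 called) was too imprecise to decide. The loss of Ldh, other differences between the stocks and any differences between the cultures all follow the groups and stay open.

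The third pattern is that called features were neighbours. Of the 79 placed, 8 had another called feature of the same direction within 10 kb, against a median of 2 and a 95th percentile of 6 in 10000 random draws (permutation test, one-sided p = 0.0252): Gpdh1 with lncRNA:CR44986, Adk3 with Gadd45, Ntmt with lncRNA:CR45138, and Or82a with CG1092. The first pair overlaps on opposite strands; with overlapping pairs left out of the data and of the draws, 6 features had such a neighbour against a 95th percentile of 5 (permutation test, one-sided p = 0.0499), at the edge of the threshold. Local sequence differences between the stocks, or transcripts shared by neighbouring features, may explain these pairs. A deletion that reaches past Adk3 and Gadd45 could not be decided, since the nearest features with at least 10 control reads lay 87600 bp and 75241 bp away, with ratios of mutant to control reads of 1.175 (95% interval 0.657 to 2.13; Spn43Ad) and 0.7129 (95% interval 0.318 to 1.56; asRNA:CR45129, opposite Dscam1); a smaller change, within the pair, was not tested.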
